# Modified method for differentiation of myeloid-derived suppressor cells *in vitro* enhances immunosuppressive ability via glutathione metabolism

**DOI:** 10.1016/j.bbrep.2022.101416

**Published:** 2022-12-28

**Authors:** Haoyang Zhou, Zhiqi Xie, Naosuke Morikawa, Fuminori Sakurai, Hiroyuki Mizuguchi, Daisuke Okuzaki, Naoki Okada, Masashi Tachibana

**Keywords:** Myeloid-derived suppressor cell, Immunosuppression, Ly-6G, Tumor progression, BM-MDSC, Glutathione metabolism, Ab, antibody, BM, bone marrow, CTLA-4, cytotoxic T-lymphocyte-associated protein 4, FBS, fetal bovine serum, GM-CSF, granulocyte-macrophage colony-stimulating factor, ICI, immune checkpoint inhibitor, iNOS, inducible nitric oxide synthase, Ly-6G, lymphocyte antigen 6G, MDSCs, myeloid-derived suppressor cells, M-MDSCs, monocytic MDSCs, PBS, phosphate-buffered saline, PD-1, programmed cell death 1, PD-L1, programmed cell death 1 ligand 1, PMN-MDSCs, polymorphonuclear MDSCs, Cybb, Cytochrome *b*-245 beta polypeptide, Rb1, retinoblastoma 1, ROS, reactive oxygen species

## Abstract

Myeloid-derived suppressor cells (MDSCs), which accumulate in tumor bearers, are known to suppress anti-tumor immunity and thus promote tumor progression. MDSCs are considered a major cause of resistance against immune checkpoint inhibitors in patients with cancer. Therefore, MDSCs are potential targets in cancer immunotherapy. In this study, we modified an *in vitro* method of MDSC differentiation. Upon stimulating bone marrow (BM) cells with granulocyte-macrophage colony-stimulating factor *in vitro*, we obtained both lymphocyte antigen 6G positive (Ly-6G^+^) and negative (Ly-6G^−^) MDSCs (collectively, hereafter referred to as conventional MDSCs), which were non-immunosuppressive and immunosuppressive, respectively. We then found that MDSCs differentiated from Ly-6G^−^ BM (hereafter called 6G^−^ BM-MDSC) suppressed T-cell proliferation more strongly than conventional MDSCs, whereas the cells differentiated from Ly-6G^+^ BM (hereafter called 6G^+^ BM-MDSC) were non-immunosuppressive. In line with this, conventional MDSCs or 6G^−^ BM-MDSC, but not 6G^+^ BM-MDSC, promoted tumor progression in tumor-bearing mice. Moreover, we identified that activated glutathione metabolism was responsible for the enhanced immunosuppressive ability of 6G^−^ BM-MDSC. Finally, we showed that Ly-6G^+^ cells in 6G^−^ BM-MDSC, which exhibited weak immunosuppression, expressed higher levels of *Cybb* mRNA, an immunosuppressive gene of MDSCs, than 6G^+^ BM-MDSC. Together, these data suggest that the depletion of Ly-6G^+^ cells from the BM cells leads to differentiation of immunosuppressive Ly-6G^+^ MDSCs. In summary, we propose a better method for MDSC differentiation *in vitro*. Moreover, our findings contribute to the understanding of MDSC subpopulations and provide a basis for further research on MDSCs.

## Highlights

• We optimized a method for MDSC differentiation *in vitro*.
• Ly-6G^+^ cells differentiated from Ly-6G^−^ BM cells exhibited weak immunosuppression.
• Ly-6G^+^ cells differentiated from Ly-6G^−^ BM cells expressed high *Cybb* mRNA levels.
• Ly-6G^+^ depletion from BM cells led to immunosuppressive Ly-6G^+^ MDSC differentiation.
• Our findings improve our understanding of MDSC subpopulations for further research.

## 1 Introduction

Cancer is one of the major causes of death worldwide, which highlights the need to develop more effective cancer therapy. In the past decade, cancer immunotherapy that activates anti-cancer immune cells or inhibits the suppression of anti-cancer immune cells was developed. Such methods have exhibited prominent therapeutic effects with fewer side effects [1]. In particular, immune checkpoint inhibitors (ICIs) such as anti-programmed cell death 1 (PD-1) antibody (Ab) and anti-cytotoxic T-lymphocyte-associated protein 4 (CTLA-4) Ab have been reported for their revolutionary clinical outcomes [[2], [3], [4]]; they have become standard therapeutic agents for several types of cancer [5]. However, multiple studies have demonstrated that only a limited number of patients respond to anti-PD-1 or anti-CTLA-4 Abs [4,6]. Hence, to overcome this limitation, it is necessary to improve the therapeutic efficacy of ICIs.

Myeloid-derived suppressor cells (MDSCs) are an immature heterogeneous group of myeloid cells that expand in cancerous or inflammatory conditions and co-express CD11b and Gr-1 in mice with the ability to suppress T-cell proliferation [7,8]. MDSCs exacerbate tumors [9,10] and expand in patients with anti-PD-1 resistance or anti-CTLA-4 Abs [4,5,11]. This suggests that MDSCs are one of the causes of anti-PD-1 resistance or anti-CTLA-4 Abs [12]. Therefore, targeting MDSCs is a promising strategy for overcoming the limitations of ICIs.

Studies have reported that several inflammatory factors are involved in the differentiation, proliferation, and immunosuppressive function of MDSCs; for instance, cytokines such as granulocyte-macrophage colony-stimulating factor (GM-CSF) and granulocyte colony-stimulating factor (G-CSF) induced MDSC differentiation [7,13,14]. However, little is known about the MDSC differentiation pathway and its mechanism. MDSCs are classified into CD11b^+^Ly-6G^+^Ly-6C^int^ polymorphonuclear MDSCs (PMN-MDSCs) and CD11b^+^Ly-6G^−^Ly-6C^hi^ monocytic MDSCs (M-MDSCs), based on their morphology and expression of surface markers [7]. In addition, PMN-MDSCs suppress T-cell proliferation using arginase and ROS, while M-MDSCs do so using arginase and nitric oxide [15]. Besides, such differences in the immunosuppressive activity of these two subpopulations and their corresponding origins are less characterized. In tumor-bearing mice, PMN-MDSCs constitute the majority of circulating MDSCs [16,17], whereas M-MDSCs exhibit stronger immunosuppressive activity [10]. Targeting PMN-MDSC development, recruitment, or function improved the efficacy of immunotherapy [18], which also indicated PMN-MDSC immunosuppression. Therefore, differentiating PMN-MDSCs *in vitro* is important to the understanding of immunosuppression. However, only few studies have reported the immunosuppressive effects of PMN-MDSCs *in vitro*. Rößner et al. showed that only the Ly-6G^low^ cells enriched from MDSCs cultured *in vitro* were immunosuppressive, whereas the Ly-6G^high^ population was not [19]. Here, we investigated the differentiation and immunosuppressive ability of MDSC subpopulations *in vitro* and modified a differentiation method, which can potentially be used for further MDSC studies.

## 2 Materials and methods

### 2.1 Mice

All C57BL/6J female mice used for this study were 6–8 weeks of age at the start of the experiments and were purchased from Shimizu Laboratory Supplies (Kyoto, Japan). All mice were bred and maintained under specific pathogen-free conditions. All animal experimental procedures in this study were performed in accordance with the institutional guidelines for animal experiments at Osaka University, Japan (Douyaku R03-7-2).

### 2.2 Bone marrow (BM) mononuclear cell isolation

BM mononuclear cells were flushed out vigorously from the femur and tibia with 2% fetal bovine serum (FBS; Gibco, Waltham, MA, USA)/phosphate-buffered saline (PBS; Gibco). Cells were collected by centrifugation at 330×*g* for 5 min at 4 °C and then filtered through a 70-μm cell strainer. The erythrocytes were then removed by suspending in ammonium chloride-potassium (ACK) hemolytic buffer, followed by washing with 2% FBS/PBS.

### 2.3 Separation of Ly-6G^+^ and Ly-6G^−^ cells

The BM cells were blocked with TruStain fcX (anti-mouse CD16/32) antibody (Clone 93; BioLegend, San Diego, CA, USA) and stained with Biotin anti-mouse Ly-6G antibody (Clone 1A8; BioLegend) for 15 min at 4 °C. The cells were then washed and resuspended in 2% FBS/PBS and separated into Ly-6G^+^ and Ly-6G^−^ BM using a MojoSort magnetic cell separation system and MojoSort streptavidin nanobeads (BioLegend) following the manufacturer's instructions.

### 2.4 MDSC differentiation

BM cells obtained were suspended in RPMI-1640 (Sigma-Aldrich, Burlington, MA, USA) medium with GM-CSF (40 ng/mL; Peprotech, Cranbury, NJ, USA) supplemented with 10% FBS (Gibco), 2 mM GlutaMAX (Gibco), and 100 units/mL penicillin-streptomycin (Nacalai Tesque, Kyoto, Japan) at a concentration of 2.5 × 10^5^ cells/mL. Cell suspensions (10 mL) were then seeded in 100 mm tissue culture-treated dishes (Corning, Corning, NY, USA) and cultured at 37 °C in an atmosphere of 5% CO_2_ for 4 days. Later, the cells were harvested and used or separated into Ly-6G^+^ and Ly-6G^−^ cells and used for subsequent experiments.

### 2.5 Cell line

The EL4 lymphoma cell line was purchased from the American Type Culture Collection (ATCC, Manassas, VA, USA) and maintained in RPMI-1640 medium (FUJIFILM Wako, Tokyo, Japan) supplemented with 10% FBS and 100 units/mL penicillin-streptomycin. Cells were resuscitated and cultured following ATCC guidelines. The cells were used within one month of thawing from early passage (≤3 passages of the original vial) lots.

### 2.6 Murine tumor studies

The hair from the inoculation site of C57BL/6J mice was removed in advance. EL4 cells (2 × 10^5^ cells/mouse) were inoculated subcutaneously into the lower right flank of mice. Four days after the inoculation, MDSCs that differentiated *in vitro* were harvested, suspended in PBS, and injected once intravenously into EL4-bearing mice (3 × 10^6^ cells/mouse). The tumor volume and body weight of the mice were measured periodically; the volume was calculated using the following formula: tumor volume (cm^3^) = 0.523 × length (cm) × width (cm) ^2^.

### 2.7 T-cell suppression assay

The spleen harvested from the mice was ground to splenocytes and passed through a 70-μm cell strainer. The cells obtained were suspended in ACK hemolytic buffer to remove any erythrocytes and washed with 2% FBS/PBS to get spleen mononuclear cells. Following the protocol for MojoSort mouse CD4/CD8 nanobeads (BioLegend), these spleen mononuclear cells were then isolated as CD4^+^ and CD8^+^ T cells. The T cells were suspended in 0.2% BSA/PBS, an equal volume of 10 μM Cell Proliferation Dye eFlour670 (Thermo Fisher Scientific, Waltham, MA, USA) was added, and the cells were incubated at 37 °C for 10 min for staining. The cells were washed and suspended in RPMI-1640 medium supplemented with 10% FBS, 2 mM GlutaMAX, 100 units/mL penicillin-streptomycin, 10 mM HEPES (Gibco), MEM non-essential amino acids (FUJIFILM Wako), 1 mM sodium pyruvate (Gibco), and 55 μM 2-mercaptoethanol (Sigma-Aldrich). T cells were seeded in 96-well plates at a density of 1 × 10^5^ cells/200 μL per well. All wells were pre-coated with anti-CD3ϵ Ab (Clone 145-2C11; BioLegend), diluted with PBS to a concentration of 1 μg/mL, and stored at 4 °C overnight before use. MDSCs differentiated *in vitro* or separated were added to the wells at different T-cell ratios. For stimulation, anti-CD28 Ab (Clone 37.51; BioLegend) was also added to each well at a final concentration of 0.5 μg/mL. After 3 days of incubation at 37 °C in a 5% CO_2_ atmosphere, the proliferation of CD4^+^ and CD8^+^ T cells was analyzed using flow cytometry (BD FACSCanto II; BD Biosciences, San Jose, CA, USA).

### 2.8 Flow cytometry analysis

Cells were washed with 2% FBS/PBS, treated with TruStain FcX (anti-mouse CD16/32) antibody (Clone 93; BioLegend), and incubated at 4 °C for 5 min to block Fc receptors. Then, the cells were stained with fluorescently labeled antibodies (listed in Supplementary Table 1) at 4 °C under light-shielded conditions for 15 min. The cells were then washed and resuspended in 2% FBS/PBS containing 7-aminoactinomycin D as a viability stain (BioLegend) to remove dead cells during analysis. Flow cytometry analysis was performed using a BD FACSCanto II device (BD Biosciences), and the acquired data were analyzed using FlowJo software, version 10.6.2 (BD Biosciences).

### 2.9 Dendritic cell differentiation

BM cells were suspended in RPMI-1640 (Sigma-Aldrich) medium with GM-CSF (20 ng/mL; Peprotech) supplemented with 10% FBS (Gibco), 2 mM GlutaMAX (Gibco), and 100 units/mL penicillin-streptomycin (Nacalai Tesque) at a concentration of 2.5 × 10^5^ cells/mL. Cell suspensions (10 mL) were then seeded in 100 mm non-treated dishes (AGC TECHINO GLASS, Shizuoka, Japan) and cultured at 37 °C in an atmosphere of 5% CO_2_ for 8 days.

### 2.10 Microarray

Total RNA was extracted from cells using the miRNeasy Mini kit (Qiagen) according to the manufacturer's protocol. Total RNA (200 ng) was reverse-transcribed into double-stranded cDNA using AffinityScript multiple temperature reverse transcriptase (Agilent Technologies Inc., Palo Alto, CA). The resulting complimentary RNA (cRNA) was labeled with cyanine-3-labeled cytosine triphosphate (PerkinElmer, Wellesley, MA, USA) using a Low Input Quick-Amp Labeling kit (Agilent Technologies Inc.). One color experiment was performed by hybridizing four cRNAs onto an Agilent SurePrint G3 Mouse GE 8 × 60 K Microarrays (design ID 028005; Agilent Technologies Inc.). The Subio Platform and Subio Basic Plug-in (v1.12; Subio Inc., Aichi, Japan) were then used to calculate the between-sample fold change. Gene set enrichment analysis (GSEA) was used for the comparison of differentially enriched gene sets. The web tool “Calculate and draw custom Venn diagrams” [20] was used to create Venn diagrams.

### 2.11 Quantitative reverse transcription polymerase chain reaction (qRT-PCR)

Total RNA was extracted from MDSCs using ISOGEN (NIPPON GENE, Tokyo, Japan). After removing the genomic DNA with RNase-free DNase, a reverse transcription reaction was performed using the SuperScript VILO cDNA synthesis kit (Thermo Fisher Scientific). Using the synthesized cDNA as a template, PCR was performed using SYBR Premix Ex Taq II (Thermo Fisher Scientific) to amplify the cDNAs of various genes. The StepOnePlus Real-time PCR system (Thermo Fisher Scientific) was used for PCR and analysis. The primer sequences used are listed in Supplementary Table 2 mRNA expression was standardized using the mouse glyceraldehyde 3-phosphate dehydrogenase (*Gapdh*) gene and expression comparisons were performed using the *ΔΔCt* method.

### 2.12 Statistical analyses

Significant differences were assessed using Student's *t*-test or one- or two-way analysis of variance (ANOVA) using GraphPad Prism 7 (GraphPad Software, San Diego, CA, USA). *p* < 0.05 was considered to be statistically significant.

## 3 Results

### 3.1 Ly-6G^+^ subpopulation of MDSCs derived from BM cells exhibits no immunosuppression

Previous studies have developed a method that differentiates BM cells into MDSCs *in vitro* upon GM-CSF stimulation (hereafter referred to as *in vitro* MDSCs) [21,22]. Following this method, we investigated the immunosuppressive ability of CD11b^+^Ly-6G^+^ MDSCs and CD11b^+^Ly-6G^−^ MDSCs. These MDSCs were enriched based on Ly-6G expression and co-cultured with CD4^+^ T cells. CD11b^+^Ly-6G^+^Ly-6C^int^ cells (hereafter referred to as Ly-6G^+^ cells) enriched from *in vitro* MDSCs showed negligible immunosuppression, indicating that these cells were not immunosuppressive. In contrast, CD11b^+^Ly-6G^−^ cells (hereafter referred to as Ly-6G^−^ cells) showed stronger immunosuppression than unseparated MDSCs (Fig. 1A). Since Ly-6G^+^ cells were not immunosuppressive, we investigated whether their depletion from BM cells at the beginning of *in vitro* MDSC differentiation resulted in the differentiation of Ly-6G^+^ MDSCs. Ly-6G^+^ and Ly-6G^−^ BM cells were enriched and cultured for 4 days upon GM-CSF stimulation (Fig. 1B), and the immunosuppressive activity of each group of MDSCs was investigated by co-culture with T cells. The proliferation of both CD4^+^ and CD8^+^ T cells was not suppressed by MDSCs derived from Ly-6G^+^ BM cells, hereinafter referred to as 6G^+^ BM-MDSC, suggesting that Ly-6G^+^ BM cells could not acquire immunosuppressive ability during 4-day cultivation (Fig. 1C and D). In contrast, *in vitro* MDSCs differentiated from unseparated BM cells (hereafter referred to as MDSCs (conv.)) and MDSCs cultured from Ly-6G^−^ BM cells (hereafter referred to as 6G^−^ BM-MDSC) showed immunosuppressive activity (Fig. 1C and D). In addition, 6G^−^ BM-MDSC were able to suppress CD8^+^ T cells more strongly at a ratio of 0.5:1 than MDSCs (conv.) (Fig. 1D). Taken together, our results show that *in vitro* MDSCs with stronger immunosuppressive activity can be obtained by differentiating MDSCs from Ly-6G^−^ BM cells.

**Fig. 1:**
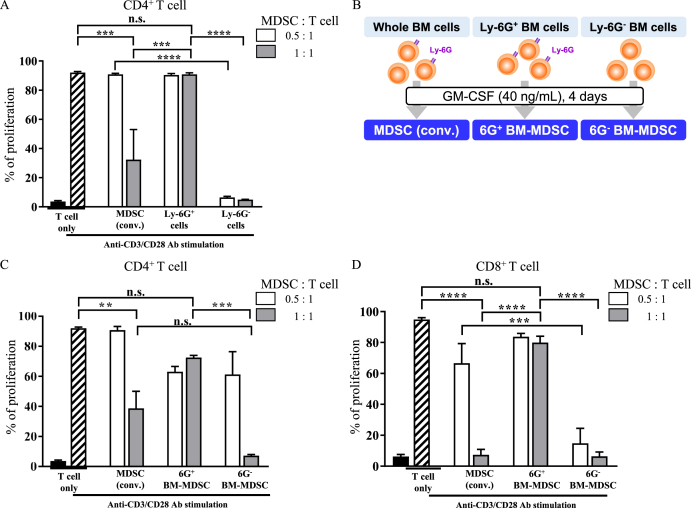
Conventional method cannot induce differentiation of immunosuppressive Ly-6G^+^ MDSCs (A) Different concentrations of MDSCs were co-cultured in a 1:1 or 0.5:1 ratio with eFluor 670-labeled CD4^+^ T cells, followed by stimulation using anti-CD3ε and anti-CD28 antibodies. Data represent means ± S.E.M. of three independent experiments (one-way ANOVA; n.s: not significant, ***p < 0.001 and ****p < 0.0001). (B) BM cells collected from C57BL/6J mice were cultured for 4 days upon stimulation with GM-CSF for the differentiation of MDSC (conv.), which includes Ly-6G^+^ cells. On the other hand, Ly-6G^+^ cell-selected or -depleted BM were cultured according to the protocol for *in vitro* MDSCs differentiation, hereinafter called 6G^+^ BM-MDSCs and 6G^−^ BM-MDSCs, which includes Ly-6G^+^ cells. Different concentrations of MDSCs were combined with eFluor 670-labeled CD4^+^ (C) or CD8^+^ (D) T cells, followed by stimulation with anti-CD3ε and anti-CD28 antibodies. Data represent mean ± S.E.M. of three independent experiments (one-way ANOVA; n. s.: not significant, **p < 0.01, ***p < 0.001, and ****p < 0.0001).

### 3.2 6G^+^ BM-MDSC exhibit no ability to promote tumor progression

Previous studies have shown that MDSC transfer promotes tumor progression *in vivo* [23,24]. To evaluate the immunosuppressive ability *in vivo*, MDSCs cultured *in vitro* using each differentiation method were intravenously transferred into EL4 tumor-bearing mice (Fig. 2A). Compared to that in the PBS control group, tumor progression was promoted in MDSC (conv.)-transferred mice and 6G^−^ BM-MDSC-transferred mice. Notably, the transfer of 6G^+^ BM-MDSC did not affect tumor progression (Fig. 2B), further supporting that 6G^+^ BM-MDSC are not immunosuppressive. However, the body weight of the mice did not change post MDSC transfer, indicating the absence of toxic reactions (Fig. 2C). Together, these data suggest that, consistent with our findings *in vitro*, 6G^+^ BM-MDSC (but not MDSCs (conv.) and 6G^−^ BM-MDSC) showed no immunosuppressive ability *in vivo* also and failed to acquire immunosuppressive ability even in tumor-bearing mice.

**Fig. 2:**
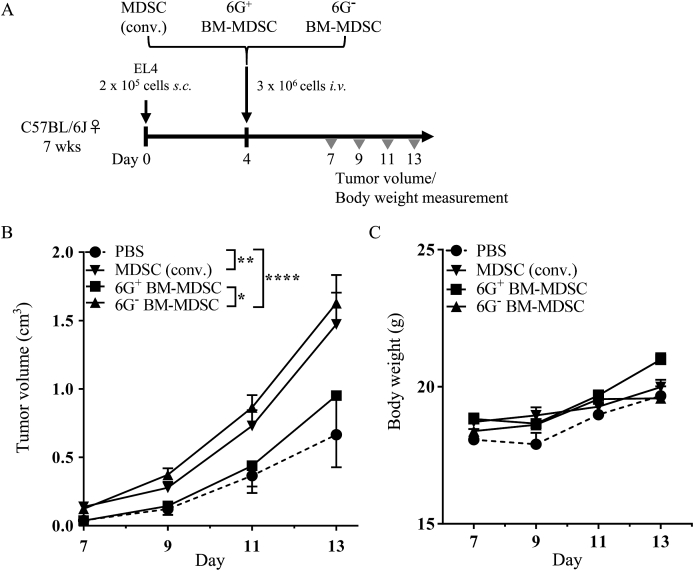
6G^+^ BM-MDSCs exhibit impaired ability to promote tumor progression (A) Four days after inoculation of EL4 cells, mice received PBS (n = 6), MDSCs (conv., n = 5), 6G^+^ BM-MDSCs (n = 3), or 6G^−^ BM-MDSCs (n = 7). (B) Tumor volume and (C) body weight were measured. Data are means ± S.E.M. (two-way ANOVA; **p < 0.01 and ***p < 0.001).

### 3.3 6G^−^ BM-MDSC exhibit stronger immunosuppression

The results thus far suggest that detailed analyses of MDSCs would improve the *in vitro* differentiation method. Hence, we looked at the subpopulations of MDSCs (conv.), 6G^+^ BM-MDSC, and 6G^−^ BM-MDSC. The proportion (Fig. 3A and B) and number (Fig. 3C) of the Ly-6G^+^ population in both MDSC (conv.) and 6G^+^ BM-MDSC did not significantly change during the 4-day cultivation period. In contrast, in the 6G^−^ BM-MDSC, more than 30% of cultured Ly-6G^−^ BM cells acquired the expression of Ly-6G (Fig. 3A–C), suggesting that Ly-6G^−^ BM cells partially differentiated into Ly-6G^+^ cells. To investigate the immunosuppressive function of each subpopulation of *in vitro* MDSCs, Ly-6G^+^ or Ly-6G^**−**^ cells were enriched from MDSC (conv.) or 6G^**−**^ BM-MDSC (Fig. 3D). Although Ly-6G levels were lower in Ly-6G^+^ cells because of the same clone of anti-Ly-6G used for purity check, Ly-6G^+^ or Ly-6G^**−**^ cells were successfully enriched in MDSCs (Fig. 3E). The enriched Ly-6G^+^ or Ly-6G^−^ cells were co-cultured with T cells. At the ratio of MDSCs to T cells (0.5:1), the 6G^−^ BM-MDSC without separation more strongly suppressed T-cell proliferation than MDSC (conv.) without separation (Fig. 3F and G). Ly-6G^+^ cells in 6G^−^ BM-MDSC showed no immunosuppression in CD4^+^ T cells but tended to be more strongly suppressed than 6G^+^ cells in MDSC (conv.) (Fig. 3F). In addition, at 1:1 ratio of MDSCs to T cells, Ly-6G^+^ cells in MDSC (conv.) did not show the ability to suppress T-cell proliferation, whereas Ly-6G^+^ cells in 6G^−^ BM-MDSC showed relatively weak immunosuppression in CD8^+^ T cells (Fig. 3G). These observations suggest that 6G^−^ BM cells partially differentiated into PMN-MDSCs. Ly-6G^−^ cells in both MDSC (conv.) and 6G^−^ BM-MDSC showed strong immunosuppression. Together, these data suggest that MDSCs with stronger immunosuppressive abilities can be differentiated *in vitro* in the absence of Ly-6G^+^ BM cells.

**Fig. 3:**
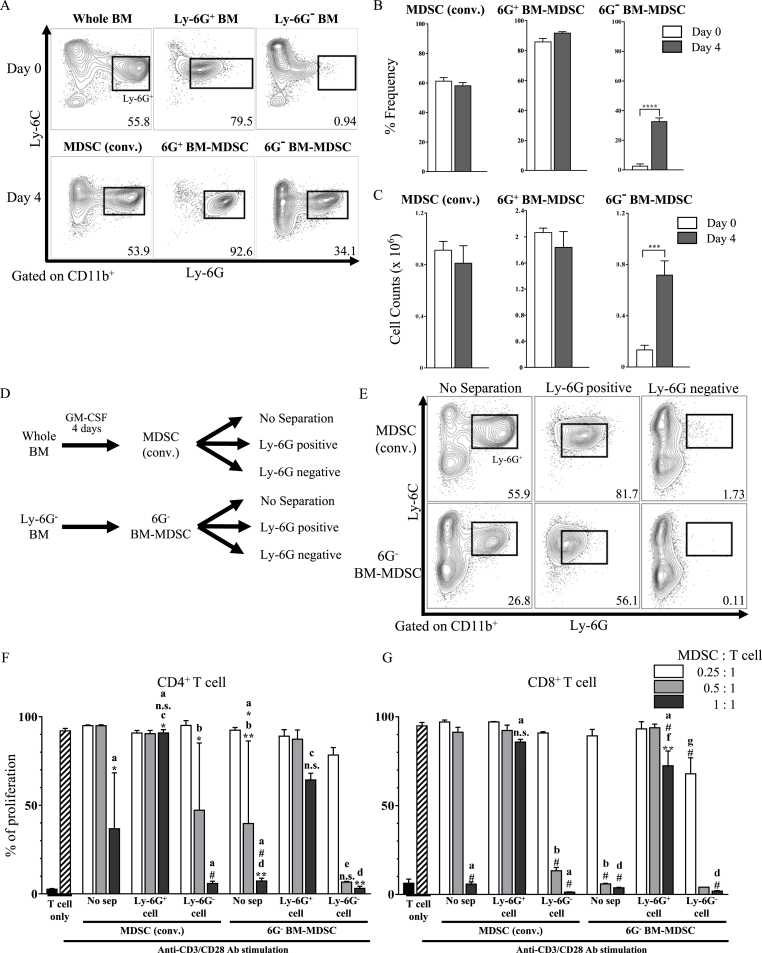
*In vitro* differentiation in the absence of Ly-6G^+^ BM cells results in MDSCs with stronger immunosuppressive abilities (A) Flow cytometric analysis of the frequencies of Ly-6G^+^ population among CD11b^+^ cells. Data represent four independent experiments. Percentage (B) and cell counts (C) of live Ly-6G^+^ population. Data are shown as mean ± S.E.M. values over four experiments. (Student's *t*-test: ***p < 0.001 and ****p < 0.0001). (D) Ly-6G^+^ or Ly-6G^**−**^ cells were collected from MDSC (conv.) or 6G^**−**^ BM-MDSC and were cultured according to the protocol for *in vitro* MDSC differentiation. (E) Flow cytometric analysis of the frequency of PMN-MDSCs and M-MDSCs among CD11b^+^ cells. Data represent two independent experiments. Different concentrations of MDSCs were combined in a 1:1, 0.5:1, or 0.25:1 ratio with eFluor 670-labeled CD4^+^ (F) or CD8^+^ (G) T cells, followed by stimulation with anti-CD3e and anti-CD28 Abs. Data represent means ± S.D. of two independent experiments (one-way ANOVA; ‘a’ vs T cell only; ‘b’ vs MDSC (conv.)-No sep (0.5:1); ‘c’ vs MDSC (conv.)-No sep (1:1); ‘d’ vs Ly-6G^+^ cell (1:1) in 6G^**−**^ BM-MDSC; ‘e’ vs 6G^**−**^ BM-MDSC-No sep (0.5:1), ‘f’ vs Ly-6G^+^ cell (1:1) in MDSC (conv.)'g’ vs Ly-6G^+^ cell (0.25:1) in MDSC (conv.); n. s, not significant; *p < 0.05, **p < 0.01, and ^#^*p* < 0.0001). No Sep, No separation.

### 3.4 Immunosuppressive activity of MDSCs may require ROS production and down-regulation of retinoblastoma 1 (*Rb1*)

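Gene expression was measured on 6 arrays, 2 each for MDSC (conv.), 6G- BM-MDSC and DCs. MDSC (conv.) were bone marrow cells cultured with 40 ng/mL GM-CSF for 4 days, 6G- BM-MDSC were cultured in the same way from bone marrow without Ly-6G+ cells, and DCs were cultured with 20 ng/mL GM-CSF for 8 days. The arrays carried 56605 mouse probes, with a median length of 60 bases, and were read in a single dye. The authors' image software subtracted the background and corrected trends across each array, and the deposited values are these processed intensities, which were not scaled between arrays. The log2 of each intensity was taken, and the 75th percentile of the same array was subtracted. This percentile lay between 560.2 and 633.3 intensity units. Of the probes, 55.6% to 59.9% were well above background on each array. The 33484 probes that were so on both arrays of at least 1 group were kept, and each of 21862 genes was represented by its brightest probe. Across these genes, the 2 arrays of a group had a Pearson correlation of 0.996 in MDSC (conv.), 0.995 in 6G- BM-MDSC and 0.995 in DCs. The correlation between the arrays of both MDSC groups was 0.993 to 0.994, and that between MDSC and DC arrays was 0.971 to 0.976. Genes are not independent replicates, so these correlations carry no test. The groups were compared with limma, in a single fit to all arrays with Benjamini-Hochberg adjustment. Differences are on the log2 scale with their standard error (SE), for 2 arrays per group, and this number limits their precision.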

To investigate the underlying mechanisms of the immunosuppressive ability of 6G^−^ BM-MDSC, we performed microarray followed by GSEA. 

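As lists, transcripts of inflammatory cytokines and chemokines were higher and those of neutrophil granules lower in 6G- BM-MDSC by camera at its preset correlation, but these calls were lost at an estimated correlation and with fry (adjusted p = 0.0599 to 0.123). Over 20 tested cytokine and chemokine genes, the median log2 difference from MDSC (conv.) was 0.29 (camera, adjusted p = 6.18e-04; adjusted p = 0.429 with an estimated correlation). The difference was 1.11 (SE 0.11) for Il1a, which encodes interleukin 1 alpha, 0.65 (SE 0.17) for Ccl24, which attracts eosinophils, and 0.48 (SE 0.08) for Tnf, while the neutrophil chemoattractant Cxcl3 was 2.15-fold higher. These 4 genes and Ccl9 and Ccl5 were higher when adjusted over the list alone, and 0 members passed over all genes in limma, with 6 at an unadjusted p under 0.05. Il1b had a difference of 1.02 (SE 0.52), which did not pass either way. Of 10 genes on the list for neutrophil primary granules, 9 had a negative difference, such as Mpo with -0.34 (SE 0.09) and Prtn3 with -0.43 (SE 0.12). This list includes Gfi1, Igfbp4 and Ms4a3, although these encode no granule proteins, and its median was -0.27 (adjusted p = 6.89e-04; adjusted p = 0.317 with an estimated correlation). All 14 genes on the list for secondary granules, which includes Ltb4r1 and Adpgk although these encode no granule proteins, had a negative difference, with a median of -0.20 (adjusted p = 0.00212; adjusted p = 0.429 with an estimated correlation), and this call was also lost without MDSC (conv.) replicate 2 (adjusted p = 0.1) and without 6G- BM-MDSC replicate 1 (adjusted p = 0.103). Among these, the granule protein gene Ngp with -0.46 (SE 0.10) and the leukotriene receptor gene Ltb4r1 with -0.50 (SE 0.08) were lower when adjusted over the list alone.

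Metabolic lists outside glutathione and antioxidant enzymes did not pass, with median differences of 0.006 over 21 glycolysis genes (adjusted p = 0.971) and 0.03 over 25 genes of oxidative phosphorylation (adjusted p = 0.151; adjusted p = 0.0242 with the mean of a gene's probes). Of 29 lists, camera called 6, of which 4 were higher in 6G- BM-MDSC and 2 lower. Among the higher lists, glutathione metabolism shares genes with the transferases and with antioxidant enzymes, so these are not separate results. With the correlation between genes estimated from the arrays, camera called 0. It also called 0 of 29 lists against DCs at this setting, even primary granules in MDSC (conv.) (median 3.73, adjusted p = 0.259). A call lost at this setting therefore says little about the list. Fry, which tests whether genes move one way on balance, called 0 between both MDSC groups, against 21 and 23 in the comparisons with DCs. Between both MDSC groups, 12 lists passed fry's test for change in either direction.

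Single genes with large differences included Cyp1b1, a cytochrome P450, with 1.48 (SE 0.20), Igf2bp2, an RNA-binding protein, with 0.93 (SE 0.11), and Ly6i with 0.91 (SE 0.12). Below 0 were Slc22a16, a carnitine transporter, with -1.24 (SE 0.09), Traf4 with -1.16 (SE 0.12), the peptide transporter gene Tap2 with -1.10 (SE 0.11) and the fatty acid desaturase gene Fads2 with -0.97 (SE 0.09). These 7 genes did not pass in limma (adjusted p = 0.161 to 0.214). Over all genes, 1 was higher and 2 were lower in 6G- BM-MDSC at an adjusted p under 0.05, and 2358 passed at an unadjusted p under 0.05, where 1093 would by chance. All 3 called genes were below background in at least 1 MDSC group. The counts depended on the processing. With normexp background correction 2 genes were higher and 7 lower, and with an intensity-dependent prior variance 11 and 53. With no filter on dim probes 1 was higher and 0 were lower, and with probes well above background on all 6 arrays 0 were called.

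**Figure D1:**
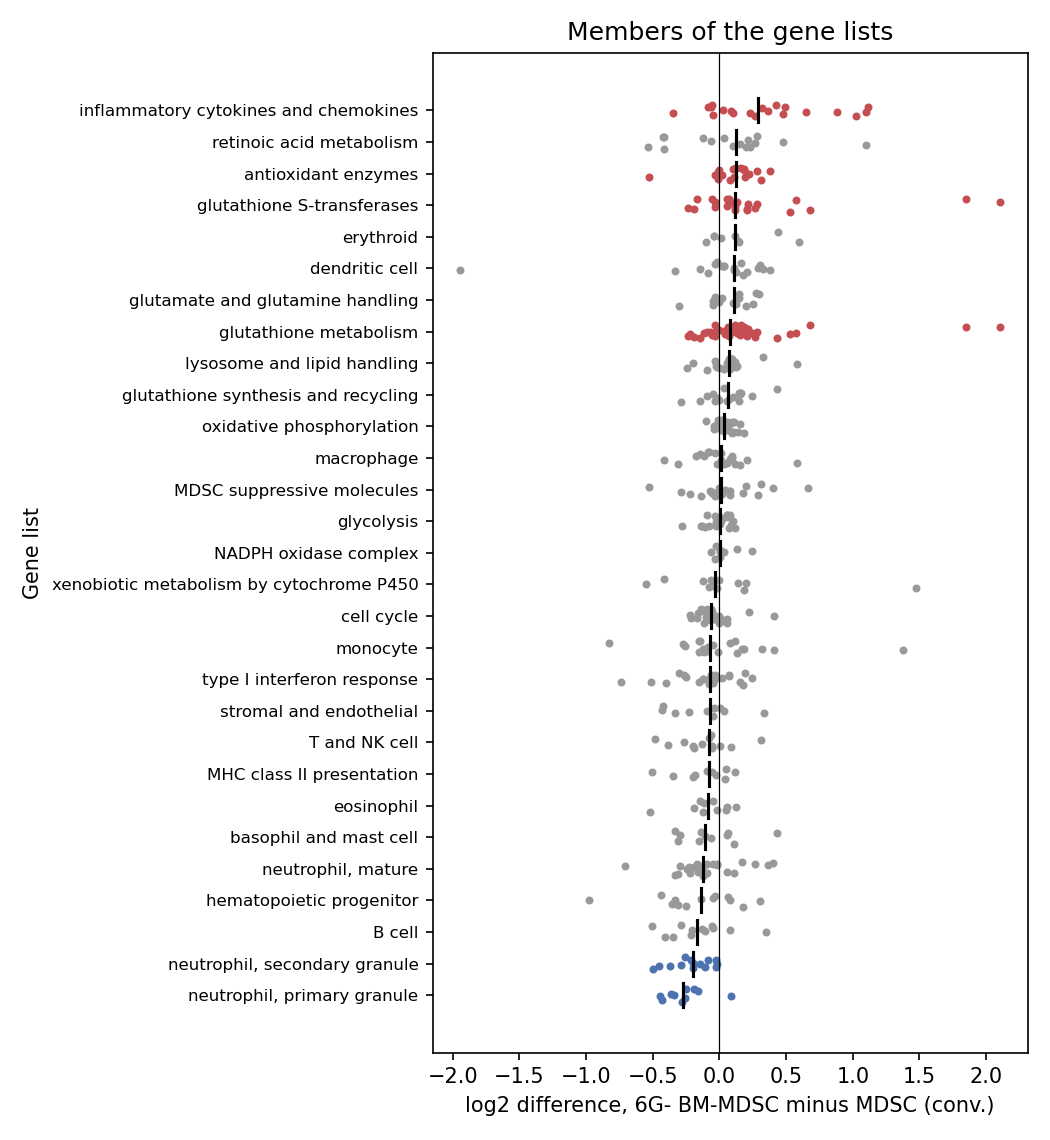
Log2 difference of 6G- BM-MDSC from MDSC (conv.) on the horizontal axis for the tested members of each gene list, with 1 point per gene and a black bar at each median (2 arrays per group). Lists in red were higher and lists in blue lower by camera at an adjusted p under 0.05 with its preset correlation, and most medians lie close to 0.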

Comparing the gene expression profiles of MDSC (conv.) and 6G^−^ BM-MDSC, we observed that several gene sets, such as those associated with inflammation and metabolism, were enriched in 6G^−^ BM-MDSC (Fig. 4A). Next, to identify the genes responsible for the enhancement of the immunosuppressive activity of 6G^−^ BM-MDSC, we compared these MDSCs with BM-derived dendritic cells (DCs), which are differentiated upon stimulation of GM-CSF for 8 days. 

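Both MDSC groups expressed many neutrophil genes far more strongly than DCs, and DCs expressed genes for antigen presentation and several macrophage genes more strongly. Retnlg and Mmp9, both made by neutrophils, were higher than in DCs by 6.34 (SE 0.11) and 5.00 (SE 0.15) on the log2 scale in MDSC (conv.) and by 6.01 and 5.36 in 6G- BM-MDSC (limma, adjusted p of at most 2.13e-04). Cd177, a neutrophil surface protein, was higher by 4.67 and 4.65. Ly6g, which encodes the antigen used for depletion, was higher by 4.02 (SE 0.11) in MDSC (conv.) and by 3.85 in 6G- BM-MDSC, and Ly6c2, a marker of monocytes, by 3.15 (SE 0.12) and 3.03. The monocyte list as a whole did not follow Ly6c2: of 20 genes, 4 were higher and 5 lower in MDSC (conv.), and 6 higher and 8 lower in 6G- BM-MDSC, with medians of -0.05 and -0.114 (4 higher and 6 lower, and 6 higher and 8 lower, adjusted over the list alone; camera, adjusted p = 0.97 and adjusted p = 0.974; fry, higher, adjusted p = 0.0117 and adjusted p = 0.0168). Of 10 genes on the primary granule list, 9 were higher in MDSC (conv.) and 8 in 6G- BM-MDSC, and of 14 on the secondary granule list, 13 and 12 were. Adjusted over the list alone, these counts were 9 and 9, and 13 and 12. Mpo, for example, was higher by 4.62 (SE 0.09) and 4.28, and 9 of 11 basophil and mast cell genes, among them Mcpt8 with 3.44 (SE 0.25) and 3.38, were higher in both groups (9 and 10 adjusted over the list alone).

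All 10 tested genes for MHC class II presentation were lower in both MDSC groups, also when adjusted over the list alone. The class II transactivator gene Ciita was lower, with a difference of -1.63 (SE 0.17) in MDSC (conv.) and -2.14 in 6G- BM-MDSC. The complement genes C1qa and C1qc, which are on the macrophage list, had differences of -4.10 (SE 0.22) and -3.64 (SE 0.13) in MDSC (conv.) and of -4.18 and -4.05 in 6G- BM-MDSC. Of 21 tested macrophage genes, 10 were lower and 0 higher in MDSC (conv.), and 10 were lower and 1 higher in 6G- BM-MDSC (13 and 12 lower and 1 and 1 higher adjusted over the list alone), with medians of -0.62 and -0.58 (camera, adjusted p = 1.31e-04 and adjusted p = 7.16e-04; adjusted p = 0.278 and adjusted p = 0.301 with an estimated correlation). Of 19 dendritic cell genes, 16 were lower and 1 was higher in MDSC (conv.), and 15 were lower and 2 were higher in 6G- BM-MDSC (16 and 17 lower adjusted over the list alone).

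Some of the strongest genes were below background in DCs, so that only a lower bound can be given. Scrg1 was at least 56.5-fold higher in MDSC (conv.) and at least 52.7-fold higher in 6G- BM-MDSC, and Mmrn1, a platelet protein, was at least 12.5-fold and 14.8-fold higher.

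With a difference of at least 2-fold and an adjusted p under 0.05 in limma, 1165 genes were higher in MDSC (conv.) and 1172 in 6G- BM-MDSC than in DCs, and 996 were higher in both. Both comparisons use the same 2 DC arrays. Unchanged groups simulated with shared DC arrays gave an overlap of 0 in each of 20 simulations, and independent lists of these sizes would share 62.5 genes. At an unadjusted p, the simulated overlap was 151.1 genes with shared DC arrays and 13.1 without, so that part of the overlap may come from sharing them. With normexp background correction, the counts were 626 and 619 genes with 535 in both, and with probes well above background on all 6 arrays, 727 and 743 with 633 in both. At 4-fold the overlap was 398 genes, and with no fold threshold it was 2478.

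**Figure D2:**
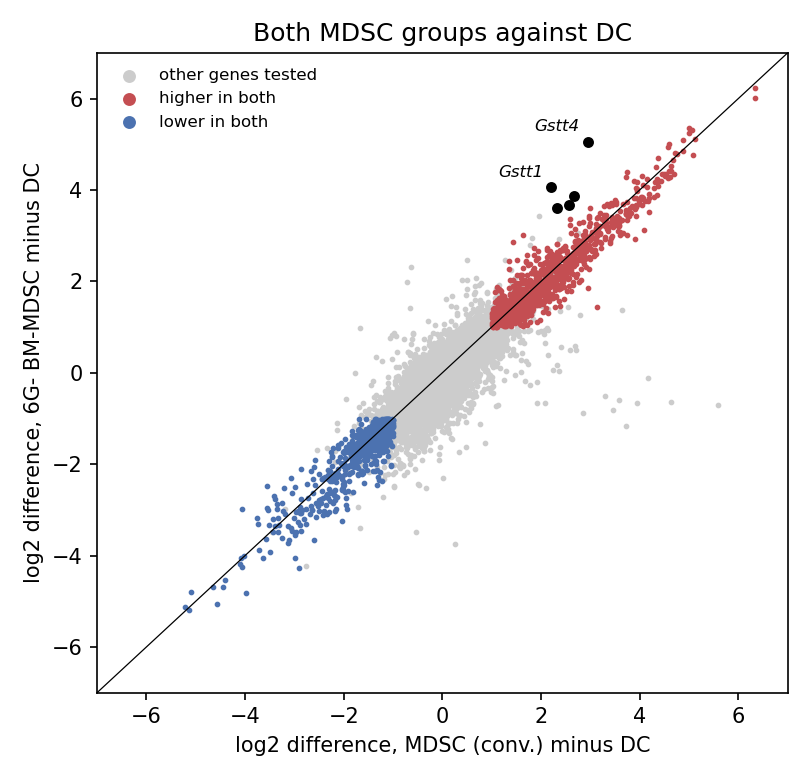
Log2 difference from DCs of MDSC (conv.) on the horizontal axis and of 6G- BM-MDSC on the vertical axis, with 1 point per gene and the line of equal differences. Genes at least 2-fold higher in both at an adjusted p under 0.05 are red, those lower in both are blue, and the 5 black points, which lie above the line, are Gstt1, Gstt4, Adgre4, Ppm1n and Cyp26b1.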

We identified 1046 genes that were highly expressed in MDSC (conv.) and 6G^−^ BM-MDSC compared to DCs. Moreover, six genes were highly expressed in 6G^−^ BM-MDSC, and among these genes, glutathione S-transferase, that is, glutathione S-transferase θ 1 (*Gstt1*) and glutathione S-transferase θ 4 (*Gstt4*) were supposed to be the genes responsible for the enhancement of the immunosuppressive activity of 6G^−^ BM-MDSC (Fig. 4B). 

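The paper's Fig. 4B names Gstt1, Gstt4, Adgre4, Ppm1n, Cyp26b1 and H2-Q10. Gstt1, a theta-class transferase that attaches glutathione to other molecules, was measured by a probe on chromosome 10 of mm9 from 75246560 to 75246619. Its log2 signal relative to the 75th percentile was 0.64 and 1.04 on the MDSC (conv.) arrays, 2.81 and 2.57 on the 6G- BM-MDSC arrays, and -1.47 and -1.27 on the DC arrays. The difference between both MDSC groups was 1.85 (SE 0.18, limma adjusted p = 0.181). Gstt4, its neighbour on chromosome 10 with a probe from 75277786 to 75277845, had a difference of 2.11 (SE 0.35, adjusted p = 0.247). It was below background in DCs, and at least 2.22-fold higher than in DCs in MDSC (conv.) and at least 9.56-fold higher in 6G- BM-MDSC. Adgre4, an adhesion receptor of myeloid cells, had a difference of 1.29 (SE 0.21, adjusted p = 0.246), the phosphatase gene Ppm1n 1.20 (SE 0.16, adjusted p = 0.214), while Cyp26b1, which breaks down retinoic acid, was 2.15-fold higher (log2 SE 0.22, adjusted p = 0.298).

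Against DCs, these 5 genes passed in limma. Gstt1 was higher by 2.21 in MDSC (conv.) and 4.06 in 6G- BM-MDSC, Adgre4 by 2.32 and 3.61, Ppm1n by 2.66 and 3.86, and Cyp26b1 by 2.58 and 3.68. A second Ppm1n probe was well above background on 2 of 6 arrays, and its highest log2 signals were those in DCs (-1.81 and -4.11).

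The MHC class I gene H2-Q10 had 4 probes on chromosome 17. The brightest had a difference between the MDSC groups of 0.05 (SE 0.10, adjusted p = 0.888), and the next brightest 0.18 (SE 0.13). Against DCs, these 2 probes had negative differences, of -0.36 and -0.76 in MDSC (conv.) and of -0.31 and -0.59 in 6G- BM-MDSC. The 2 dimmer probes had differences between the MDSC groups of 0.85 (SE 0.18) and, from 35611449 to 35611508, of 1.12 (SE 0.12), and differences from DCs of 1.95 and 3.59 in MDSC (conv.) and of 2.80 and 4.71 in 6G- BM-MDSC.

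For Gstt1, Gstt4, Adgre4, Ppm1n and Cyp26b1, both 6G- BM-MDSC arrays lay above both MDSC (conv.) arrays, which lay above both DC arrays. By limma, 0 genes of the whole array were at least 2-fold higher in all 3 comparisons at an adjusted p under 0.05. At least 2-fold differences with an unadjusted p under 0.05 from the methods' test were found in 5, which are these same genes, and 13 genes had such differences without a test. H2-Q10 was represented in these counts by its brightest probe, whereas its probe from 35611449 to 35611508 was above 2-fold in all 3 comparisons. Calls of these genes between both MDSC groups depended on the model of the variance and background. With normexp background correction, Gstt1 (adjusted p = 0.0488) and Gstt4 (adjusted p = 0.0448) passed, and with an intensity-dependent prior variance Gstt1 (adjusted p = 0.0242) and Ppm1n (adjusted p = 0.0412) did, while the adjusted p of Gstt1 reached 0.569 under other alternatives.

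**Figure D3:**
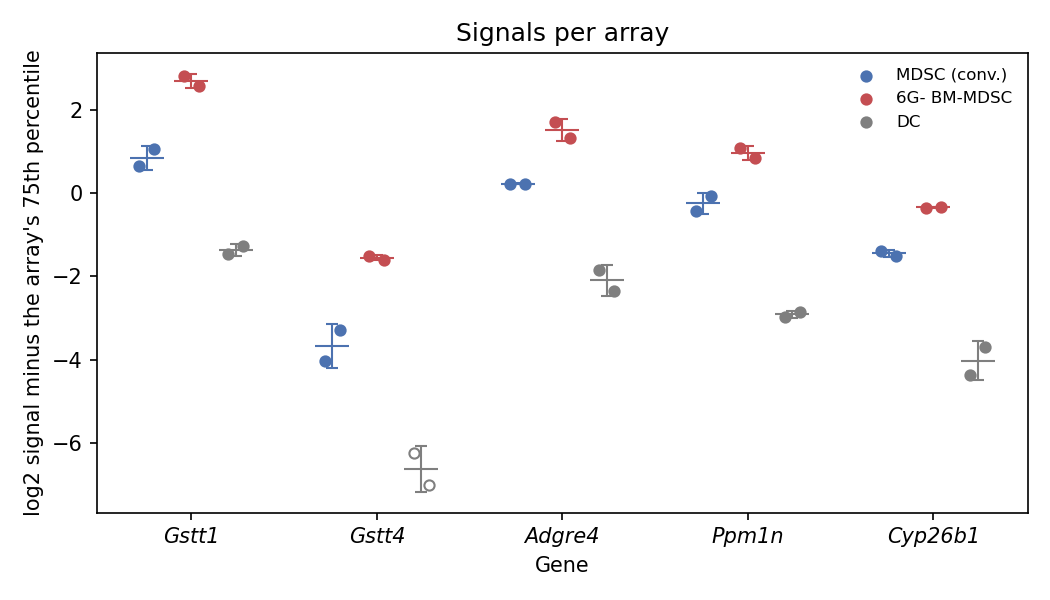
Log2 signal minus the 75th percentile of the array on the vertical axis for Gstt1, Gstt4, Adgre4, Ppm1n and Cyp26b1, with 1 point per array, and the mean and SD of 2 arrays. Open points are below background, and in each gene 6G- BM-MDSC lies highest and DCs lowest.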

Then, GSEA further confirmed that the glutathione metabolism gene set was enriched in 6G^−^ BM-MDSC (Fig. 4A, C). 

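As a list, glutathione metabolism genes were slightly higher in 6G- BM-MDSC by camera at its preset correlation, with the theta-class transferase genes Gstt1 and Gstt4 furthest above 0, and the call was lost at an estimated correlation and with fry. The list held 57 genes, of which 48 were tested, and 34 of these had a positive difference from MDSC (conv.). The median log2 difference was 0.08 and the mean 0.18 (camera, adjusted p = 0.00209; adjusted p = 0.317 with an estimated correlation; fry, adjusted p = 0.0599). The estimated correlation was -0.006, below the preset 0.01, so the loss at that setting is no sign of correlated members. Gstt1 and Gstt4 were higher when adjusted over the list alone (limma, adjusted p = 0.00668 and adjusted p = 0.0443), and 0 members passed over all genes in limma, with 9 higher and 1 lower at an unadjusted p under 0.05. The study singled out this set and both genes on these arrays, so that these counts are not independent evidence of their direction.

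Gstt3 had a difference of 0.68 (SE 0.15), the mu-class gene Gstm2 of 0.57 (SE 0.22) and the theta-class gene Gstt2 of 0.53 (SE 0.20). The 23 transferase genes had a median of 0.12 (camera, adjusted p = 0.00212; adjusted p = 0.317 with an estimated correlation), and Gstt1, Gstt4 and Gstt3 were higher when adjusted over the list alone. All of these transferase genes except Gstcd are also on the glutathione metabolism list, so this is not a further, separate result. Genes that make or recycle glutathione did not pass as a list, with a median of 0.06 over 18 genes (adjusted p = 0.219). Among these, the dipeptidase gene Dpep2 had a difference of -0.29 (SE 0.08), Gclm, part of the enzyme for the first step of glutathione synthesis, 0.24 (SE 0.08), and Ggt5, which cleaves glutathione derivatives, 0.43 (SE 0.17).

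In a ranking of 21853 genes by signal-to-noise, the enrichment score of the list was -0.60 and its normalized score -2.20, where negative values mean higher in 6G- BM-MDSC (p = 0.00333, 1000 permutations of the gene labels). Without Gstt1 and Gstt4 the scores were -0.50 and -1.83, and 69.6% of the other members had a positive difference, against 50.9% of all genes. Against DCs, 19 members were higher and 4 lower in MDSC (conv.), and 21 were higher and 4 lower in 6G- BM-MDSC (20 and 23 higher adjusted over the list alone).

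From the analysis of gene expression, the paper states in its discussion that glutathione metabolism is the pathway behind the stronger immunosuppression.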

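As a list, antioxidant enzyme genes were higher in 6G- BM-MDSC by camera at its preset correlation, but this call was lost at an estimated correlation, with fry (adjusted p = 0.0599), with normexp background correction (adjusted p = 0.0792), and without MDSC (conv.) replicate 1 (adjusted p = 0.0628) or 6G- BM-MDSC replicate 2 (adjusted p = 0.0841). The genes of the NADPH oxidase, which produces ROS, did not pass. Of 20 tested antioxidant genes, 16 had a positive difference from MDSC (conv.), with a median of 0.12 (camera, adjusted p = 0.0101; adjusted p = 0.317 with an estimated correlation). Sod2, the mitochondrial superoxide dismutase, had a difference of 0.38 (SE 0.12), the quinone reductase gene Nqo1 0.31 (SE 0.16), whereas Hmox1, which degrades heme, had -0.53 (SE 0.14). By limma, 0 of them passed over all genes or adjusted over the list alone, and 1 was higher and 1 lower at an unadjusted p under 0.05. The 9 tested genes of the oxidase had a median difference of 0.001 (adjusted p = 0.603), with 0 at an unadjusted p under 0.05 in limma. Its subunit genes Ncf4 and Ncf1 had differences of 0.24 (SE 0.11) and 0.13 (SE 0.09). In both MDSC groups, 5 of the oxidase genes were higher than in DCs and 0 were lower, with the same counts when adjusted over the list alone. Levels of ROS themselves were not measured on the arrays.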

Since glutathione S-transferase degrades glutathione, which is a ROS scavenger, these results suggest that ROS are critical for the enhanced immunosuppressive ability of 6G^−^ BM-MDSC.

**Fig. 4:**
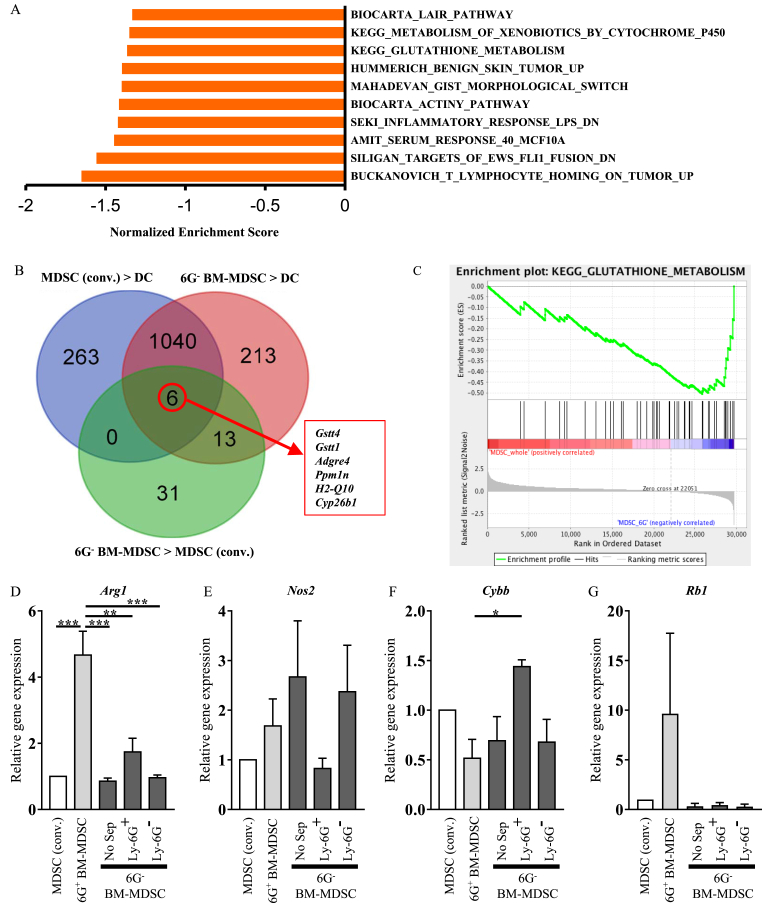
ROS production and *Rb1* down-regulation contribute to immunosuppressive ability of *in vitro* MDSCs Total RNA was extracted from MDSC (conv.), 6G^−^ BM-MDSC, and DCs, and microarray was performed. (A) Gene set enrichment analysis (GSEA) of differentially enriched gene sets in 6G^−^ BM-MDSC compared to MDSC (conv.). Top 10 gene sets are shown. (B) Venn diagram summarizing the overlap between genes highly expressed in MDSC (conv.) compared to DCs (blue circle), in 6G^−^ BM-MDSC compared to DCs (red circle), and in 6G^−^ BM-MDSC compared to MDSC (conv.) (green circle). (C) GSEA enrichment plot of glutathione metabolism by the comparison between MDSC (conv.) and 6G^−^ BM-MDSC. Total RNA was extracted from MDSCs *in vitro* and qRT-PCR analysis was performed to measure *Arg1* (D)*, Nos2* (E)*, Cybb* (F)*,* and *Rb1* (G) mRNA expression. Data are presented as mean ± S.E.M. of three independent experiments (one-way ANOVA; *p < 0.05, **p < 0.01, and ***p < 0.001). No Sep, No separation. . (For interpretation of the references to color in this figure legend, the reader is referred to the Web version of this article.)

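Between both MDSC groups, no tested gene for a known suppressive molecule passed in limma, with 2 arrays per group. Nos2, inducible nitric oxide synthase, had a log2 difference of 0.66 (SE 0.33, limma adjusted p = 0.543), with signals of -2.24 and -3.25 in MDSC (conv.) and of -2.11 and -2.05 in 6G- BM-MDSC. Cybb, the catalytic subunit of NADPH oxidase 2, had a difference of -0.03 (SE 0.08, adjusted p = 0.916), and Rb1 had 0.24 (SE 0.10, adjusted p = 0.479). Ptgs2, which makes prostaglandins, had a difference of 0.40 (SE 0.10, adjusted p = 0.347), and Cd274, which encodes PD-L1, 0.18 (SE 0.11, adjusted p = 0.598).

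Of 22 tested genes for suppressive molecules, 0 passed in limma over all genes or adjusted over the list alone, while at an unadjusted p under 0.05 Ptgs2 was higher and Hmox1 lower. The median difference of the list was 0.01 (camera, adjusted p = 0.496; adjusted p = 0.843 with an estimated correlation).

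Against DCs, Cybb was higher by 1.46 in MDSC (conv.) and by 1.43 in 6G- BM-MDSC, and Ptgs2 by 1.85 and 2.25 (adjusted p of at most 7.11e-04). In the same comparison, Nos2 had differences of -0.67 and -0.01 and Rb1 of 0.06 and 0.30, which did not pass. The arrays held unseparated cells.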

Since the bulk microarray analysis did not determine the differentially expressed immunosuppressive molecules, we measured their mRNA expression in each MDSC subpopulation. Compared to MDSC (conv.), 6G^−^ BM-MDSC, and Ly-6G^−^/Ly-6G^+^ cells separated from 6G^−^ BM-MDSC, the expression of arginase 1 (*Arg1*) was higher in 6G^+^ BM-MDSC (Fig. 4D). There was no significant difference in the expression of inducible nitric oxide synthase (*Nos2*) in each MDSCs. However, the expression of *Nos2* tended to be higher in Ly-6G^−^ cells in 6G^−^ BM-MDSC but lower in Ly-6G^+^ cells in 6G^−^ BM-MDSC than in the others (Fig. 4E). Notably, the expression of NADPH oxidase 2 (*Cybb*), a ROS-producing enzyme, was significantly higher (*p* = 0.0315) in Ly-6G^+^ cells in 6G^−^ BM-MDSC compared to 6G^+^ BM-MDSC (Fig. 4F). In addition, the expression of *Rb1* tended to be down-regulated in Ly-6G^+^ cells in 6G^−^ BM-MDSC compared to that in 6G^+^ BM-MDSC (Fig. 4G). *Rb1* is a tumor suppressor gene [25]; the downregulation of *Rb1* expression leads to the differentiation of PMN-MDSCs from M-MDSCs [26]. Therefore, these results suggest that the immunosuppressive ability of Ly-6G^+^ cells in 6G^−^ BM-MDSC requires upregulation of *Cybb* and possibly downregulation of *Rb1*. Taken together, our results suggest that high levels of glutathione S-transferase and *Cybb* expression would promote ROS production, resulting in the enhanced immunosuppressive ability of 6G^−^ BM-MDSC.

## 4 Discussion

Our study shows that Ly-6G^+^ cells in MDSC (conv.) phenotypically resemble PMN-MDSCs but are not immunosuppressive. Zhu et al. had earlier found that *ex vivo*-induced PMN-MDSCs fail to suppress T cells [27]. On the other hand, it is also known that PMN-MDSCs from tumor-bearing mice, which despite being less immunosuppressive than M-MDSCs, are clearly defined as immunosuppressive [16,28]. Here, using our newly developed *in vitro* MDSC differentiation method and cultivation of Ly-6G^−^ BM cells, we obtained immunosuppressive Ly-6G^+^ cells, that is, PMN-MDSCs. Although these Ly-6G^+^ cells differentiate from Ly-6G^−^ BM cells, the presence of non-immunosuppressive Ly-6G^+^ cells, possibly neutrophils, inhibits their differentiation. Therefore, the removal of Ly-6G^+^ cells before *in vitro* MDSC differentiation should be considered. This point might be supported by Haverkamp et al. who reported that M-MDSCs are the dominant suppressive population and that removal of the neutrophilic lineage might be important to differentiate MDSCs [29]. However, the mechanisms by which neutrophils inhibit the differentiation of PMN-MDSCs remain to be addressed. Rößner et al. found that only the Ly-6G^low^ cells enriched from MDSCs cultured *in vitro* were immunosuppressive, but the Ly-6G^high^ population was not [19]. All these findings indicate that the conventionally differentiated Ly-6G^+^ cells that phenotypically correspond to PMN-MDSCs are not immunosuppressive, unlike PMN-MDSCs obtained from tumor-bearing hosts. Our findings complement the above idea and improve the current understanding of *in vitro* differentiation of PMN-MDSCs. However, it is still not known whether the tumor microenvironment plays a role in MDSC differentiation. Thus, the role of the tumor microenvironment in the early stages of *in vitro* MDSC differentiation requires further elucidation.

In the present study, correlating with their strong immunosuppressive ability, 6G^−^ BM-MDSC and its Ly-6G^−^ cells tended to show higher *Nos2* expression. These results are consistent with previous findings that *Nos2* plays an important role in the immunosuppressive ability of M-MDSCs with the Ly-6G^−^ phenotype [15]. Moreover, we found upregulated *Cybb* expression in Ly-6G^+^ cells in 6G^−^ BM-MDSC compared to that in 6G^+^ BM-MDSC, which might contribute to their immunosuppressive activity. Interestingly, the loss of RB1 protein in MDSCs is related to PMN-MDSC differentiation from M-MDSCs [26]. In our study, *Rb1* expression was low in Ly-6G^+^ cells in 6G^−^ BM-MDSC, which differed from that of 6G^+^ BM-MDSC. In conclusion, the downregulation of *Rb1* expression might be a potential indicator of *in vitro* differentiation of immunosuppressive PMN-MDSCs. However, further studies are needed to define the immunosuppressive mechanisms of these Ly-6G^+^ cells.

The analysis of gene expression profiles showed that glutathione metabolism was the pathway responsible for the enhanced immunosuppressive ability of 6G^−^ BM-MDSC. We previously showed that glutamate, one of the metabolites of glutathione, would enhance the immunosuppressive function of MDSCs [14]. In addition, we found that glutamate signaling through metabotropic glutamate receptor 2/3 enhances the immunosuppressive ability of MDSCs [30]. Altogether, these results suggested that glutamate would be an important factor in enhancing the immunosuppressive ability of 6G^−^ BM-MDSC.

Our study also suggested that the stimulation of BM cells by GM-CSF in the absence of Ly-6G^+^ cells could lead to the differentiation of stronger immunosuppressive MDSCs. Kumar et al. summarized the therapeutic effects of GM-CSF in cancer immunotherapy [31]. They also mentioned the pathogenic effects, including reprograming macrophages to the tumor-promoting M2 phenotype and the induction of MDSC differentiation. Most importantly, they listed some clinical cases that used GM-CSF to rescue tumor therapy-induced neutropenia. We previously reported that G-CSF, which is used for the prevention and therapy for neutropenia, enhanced the immunosuppressive activity of MDSCs through the glutathione degradation pathway, leading to tumor progression [14]; therefore, GM-CSF might also do so. Although further *in vivo* cancer model studies are needed, our findings indicated that such GM-CSF treatment might lead to the differentiation of stronger immunosuppressive MDSCs. Therefore, our results contribute to the investigation of the immuno-toxic effect of GM-CSF treatment in tumor therapy.

To gain a more comprehensive and detailed understanding of the characteristics and functions of MDSCs, a method for differentiating MDSCs *in vitro* that resembles those *in vivo* is essential. Our findings suggest an *in vitro* method for differentiating PMN-MDSCs and more immunosuppressive M-MDSCs in the absence of Ly-6G^+^ BM cells. To summarize, we provide a potential *in vitro* method to study *in vivo* PMN-MDSCs, which would be necessary for developing strategies in the future for accurately studying the MDSC subpopulations. We believe that our method would be helpful to overcome the limitations of ICIs and contribute to the understanding of cancer immunity.

## Funding

This work was supported in part by 10.13039/501100001691JSPS KAKENHI Grant Numbers JP19H04049 and JP22H03533 (Grants-in-aid for Scientific Research (B)) (M.T.). This research was also partially supported by the 10.13039/100009619Platform Project for Supporting Drug Discovery and Life Science Research (Basis for Supporting Innovative Drug Discovery and Life Science Research (BINDS)) from AMED under grant numbers JP22am121052 and JP22am121054.

## Declaration of competing interest

The authors declare that they have no known competing financial interests or personal relationships that could have appeared to influence the work reported in this paper.

# Supplementary material for: Modified method for differentiation of myeloid-derived suppressor cells in vitro enhances immunosuppressive ability via glutathione metabolism
**Source:** Biochem Biophys Rep. 2022 Dec 28;33:101416. doi: 10.1016/j.bbrep.2022.101416
**Supplement:** Multimedia component 1

**Supplementary Table 1.** List of fluorescently labeled antibodies used in flow cytometry cell staining

| Markers/Label | Clone | Manufacture |
| --- | --- | --- |
| Anti-mouse Ly-6G/Ly-6C (Gr-1)/BV510  Anti-mouse CD11b/APC  Anti-mouse CD45/PB  Anti-mouse Ly-6C/APC-Cy7  Anti-mouse Ly-6G/FITC  Anti-mouse CD4/PB  Anti-mouse CD8α/FITC | RB6-8C5  M1/70  30-F11  HK1.4  1A8  RM4-4  53-6.7 | BioLegend  BioLegend  BioLegend  BioLegend  BioLegend  BioLegend  BioLegend |

APC, Allophycocyanin; PB, Pacific Blue; BV510, Brilliant Violet 510; APC-Cy7, Allophycocyanin-Cyanine7; FITC, Fluorescein isothiocyanate

**Supplementary Table 2.** List of primer sequences used in qRT-PCR analysis

| **Gene** | **Forward (5ʹ to 3ʹ)** | **Reverse (5ʹ to 3ʹ)** |
| --- | --- | --- |
| *Gapdh* | TGACCTCAACTACATGGTCTACA | CCGTGAGTGGAGTCATACTGG |
| *Arg1* | CCTATGTGTCATTTGGGTGGATG | GGTTGTCAGGGGAGTGTTGAT |
| *Nos2* | GGAGTGACGGCAAACATGACT | TAGCCAGCGTACCGGATGA |
| *Cybb* | CCTCTACCAAAACCATTCGGAG | CTGTCCACGTACCGGATGA |
| *Rb1* | CAGGGCTGTGTTGACATCGGAGTA | TCCACGGGAAGGACAAATCTGTTC |

qRT-PCR, quantitative reverse transcription-polymerase chain reaction; Genes: *Gapdh*, glyceraldehyde 3-phosphate dehydrogenase; *Arg1*, arginase 1; *Nos2*, nitic oxide synthase 2; *Cybb*, cytochrome b-245 beta polypeptide; *Rb1*, retinoblastoma 1

How the deposited data were processed for this re-analysis (not part of the article)

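RNA from MDSC (conv.), 6G- BM-MDSC and DCs was measured on 6 one-colour Agilent mouse arrays, 2 per group, which lay on 1 slide and were scanned once. Both MDSC groups lay in array row 1 and DCs in row 2, so that a difference between rows and the difference from DCs are the same contrast. The authors' image software, Agilent Feature Extraction, is given as version 10.5.1.1 in the submitters' notes and as version 10.7.3.1 in the headers of the deposited scanner files. It subtracted the background and removed trends within each array, and the deposited value is a processed intensity on a linear scale, with no scaling between arrays. The deposited value table held the same intensities, rounded. The median processed intensity of an array lay between 45.94 and 55.71, no spot was saturated, and 103 to 146 spots per array were marked as non-uniform or as outliers and left out.

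The processed intensities were read from the scanner files in R 4.3.3 with data.table 1.17.8. Control probes were left out, the spots of the 300 probes with more than 1 spot were averaged, log2 was taken, and the 75th percentile of each array was subtracted. A probe was tested if it was well above background, by the image software's own call, on both arrays of at least 1 group, which kept 33484 of 56605 probes. The gene names of 32994 probes (58.3%) were matched to a reference table through their RefSeq accession, which renamed 1535 probes, and other probes kept the name in the files. Probe coordinates are those of the files, on mm9. A gene was represented by its probe with the highest mean signal, which gave 21862 genes, of which 9 had a missing array value. Where no array of a group was well above background, the fold against that group is given as a lower bound, against the lowest signal called well above background on each array.

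Differences between groups were tested with limma 3.58.1 (lmFit and eBayes) in a single fit to all 6 arrays with the group as the only factor. The fit has 3 residual degrees of freedom and a prior of 1.96, and p was adjusted by Benjamini-Hochberg with a threshold of 0.05. Genes higher in both MDSC groups than in DCs also needed a difference of at least 2-fold, since the paper's text names no threshold for its Venn diagram. The p-values measure the spread between these samples: the labels number the replicates without saying whether they are separate cultures or animals. In simulated data with the spread of these arrays, this test recovered 58 of 100 genes changed 2-fold and 87 of 100 changed 4-fold, all in the right direction, with 10 false calls. The adjusted p depends on how many genes change. Between both MDSC groups 3 genes were called, so recovery in that comparison may be lower than in the simulation.

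In all, 29 gene lists (redox metabolism, suppressive molecules, cell types of the bone marrow and general processes) were tested with camera at an inter-gene correlation of 0.01, with camera at a correlation estimated from the arrays, and with fry. Their members were written from knowledge of pathways and cell types. Camera at an estimated correlation called 0 lists in each comparison, so a call lost at that setting does not single out a list. On simulated data, a list of 50 genes shifted by 0.2 had a camera p of 7.29e-11, and of the other lists 0 were called. Between both MDSC groups, the estimated correlation was 0.257 for cytokines and chemokines and 0.221 for secondary granules, above the preset. Whether false calls are controlled at the preset for lists so correlated was not tested. For comparison with GSEA, an enrichment score was computed on a signal-to-noise ranking, with 1000 permutations of the gene labels.

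Genes with a proper symbol were named by a rule. Between both MDSC groups it took the 12 highest and the 12 lowest called genes whose arrays did not overlap, filled up by smallest p where fewer passed, and against DCs the 10 genes with the largest difference each way among those past the test in both comparisons, ranked by the smaller of their 2 differences. It also took every gene the paper names and up to 4 members of each list, those with the largest difference among members past the test or otherwise the highest signal. Tnf, Ngp, Ltb4r1, Cxcr2, Adpgk, Gstm2, Gstt2, Gstt3, Gclm, Hmox1, Cx3cr1, Rgs4, AK053624, BU961420, and the genes around Gstt1 and Klk1 were named after their values were seen. The rule, the lists, the tests, the thresholds and the alternatives were set before the data were examined, except for a test of gene order along the chromosomes, which was chosen afterwards. The alternatives were normexp background correction with an offset of 50, quantile normalization, no filter or a stricter filter on dim probes, the mean of a gene's probes, marked spots kept, the deposited value table, only the arrays of the groups compared, the replicate number as a block, an intensity-dependent prior variance, the test named in the paper's methods, probes in place of genes, other fold thresholds, and each array left out in turn. Measurements by flow cytometry, qRT-PCR and tumour growth have no deposited data and were not analysed.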

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

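Single genes outside those the paper discusses differed between both MDSC groups at an adjusted p under 0.05. Tmprss11f, a membrane serine protease, had a log2 difference of 2.96 (SE 0.07, limma adjusted p = 0.00461), was below background in MDSC (conv.) and was at least 1.72-fold higher in 6G- BM-MDSC. The probe behind this value was not matched to a RefSeq accession. The Tmprss11f probe that was matched was well above background on 0 of 6 arrays, with log2 signals of -7.11 and -7.48 in 6G- BM-MDSC. Trim15 had a difference of -3.80 (SE 0.16, adjusted p = 0.0188), and the transcript AK053624, known by its clone name, -4.62 (SE 0.18, adjusted p = 0.0178). Both were below background in 6G- BM-MDSC and in DCs, and were at least 3.71-fold and 6.22-fold lower in 6G- BM-MDSC than in MDSC (conv.). The call of Tmprss11f was lost under 5 of 16 alternatives (adjusted p of up to 0.28), and that of Trim15 under 10 of 16 (adjusted p of up to 0.49).

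The paper reports genes that are higher in both MDSC groups than in DCs. In the other direction, 673 genes were lower in both by at least 2-fold at an adjusted p under 0.05. Both comparisons use the same 2 DC arrays. Unchanged groups simulated with shared DC arrays gave an overlap of 0 in each of 20 simulations, and at an unadjusted p and no fold threshold 152 genes, against 12.9 without sharing, so that sharing the arrays adds to the overlap.

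The neutrophil granule lists, which the paper does not report, were lower in 6G- BM-MDSC than in MDSC (conv.) by camera at its preset correlation, with medians of -0.271 over primary and -0.2 over secondary granule genes. These calls were lost at an estimated correlation (adjusted p = 0.317 and adjusted p = 0.429) and with fry (adjusted p = 0.0599 and adjusted p = 0.123), and that of secondary granules also without MDSC (conv.) replicate 2 (adjusted p = 0.1) and without 6G- BM-MDSC replicate 1 (adjusted p = 0.103). As 6G- BM-MDSC started without Ly-6G+ cells, a smaller share of neutrophils is a candidate explanation for the higher glutathione metabolism list, since it would raise the genes of all other cells alike. The median of the glutathione list was 0.081 (25th to 75th percentile -0.022 to 0.204), that of monocyte genes -0.068 (-0.146 to 0.142), and that of mature neutrophil genes -0.122, a list that passed under 3 alternatives alone (adjusted p = 0.00833 to 0.0176). As the members of the glutathione and monocyte lists go both ways and both medians are small beside their spread, these medians decide nothing, and a smaller share of neutrophils and a change of glutathione metabolism cannot be told apart for the list. Both stay open.

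For Gstt1 and Gstt4 themselves, the differences of 1.85 (SE 0.18) and 2.11 (SE 0.35) lay far above the 90th percentile of 40 monocyte and macrophage genes, which was 0.22. This argues against a smaller share of neutrophils as their whole cause. Signal near background was also tested, since Gstt4 is dim. Both probes were well above background on all 4 MDSC arrays, and with normexp background correction the differences were 1.62 (SE 0.16) for Gstt1 and 1.28 (SE 0.12) for Gstt4, which argues against it. A higher expression of both genes after depletion of Ly-6G+ cells is a hypothesis, and a rare cell type rich in both transcripts was not tested.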

How the results depend on the processing

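Between both MDSC groups, 38 named genes had 636 values under the alternatives, of which 604 kept their side of the threshold, 15 lost the call and 17 gained it. No called value changed sign, while 8 of the 604, which were not called either way, did (Cybb, Gapdh, Grm2, H2-Q10 and Ly6c2, with values of -0.058 to 0.054). The 3 genes called became 9 with normexp background correction, 1 with no filter on dim probes, 64 with an intensity-dependent prior variance, and 0 with the stricter filter or the test in the methods. The stricter filter removes all 3, since each is below background in a group; the other causes were not tested. Leaving out 1 array gave 0 to 9 calls, with 0 without 6G- BM-MDSC replicate 2, 9 without its replicate 1 and 5 without MDSC (conv.) replicate 2. A lone array is then assumed to vary like the other groups. Of the genes in Fig. 4B, 0 were called, and 2 were with normexp (Gstt1 and Gstt4) and 2 with the prior variance (Gstt1 and Ppm1n).

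Genes changed against DCs numbered 6382 in MDSC (conv.) and 7170 in 6G- BM-MDSC. With no filter they were 11615 and 11955, where the median difference of all genes moved to -0.19 and -0.21, with the test in the methods 7 and 66, and with a 2-fold threshold 1990 and 2173. Leaving out 1 array gave 2797 to 5469 and 3739 to 6007. The lowest were without MDSC (conv.) replicate 2 and without 6G- BM-MDSC replicate 2, and without DC replicates 1 and 2 the counts were 3619 and 3451, and 3971 and 3980. Without MDSC (conv.) replicate 1, the first was 3755.

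The 996 genes higher in both became 535 with normexp, 633 with the stricter filter, 1596 at 1.5-fold, 586 at 3-fold, 398 at 4-fold, 2478 with no fold, and 404 at 4-fold with no p, and 806 to 1026 without 1 array. Genes higher in all 3 comparisons were 0 in the main setting and without any 1 array, 1 with normexp (Gstt1), 2 with the prior variance (Gstt1 and Ppm1n), 13 at 2-fold with no p, 1 at 4-fold with no p (Gstt4), and 5 at 2-fold with an unadjusted p from the test in the methods.

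The glutathione list kept its call (adjusted p = 5.14e-04 to 0.0193), except with an estimated correlation (0.317) and with fry (0.0599). The 5 other lists called became 0 with either, and 4 to 6 without 1 array.

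Some values reversed. Gapdh had differences from DCs of -0.30 in MDSC (conv.) and -0.33 in 6G- BM-MDSC with normexp, against 0.05 and 0.15, Prima1 in MDSC (conv.) had 0.064 with no filter, where another probe represents it, and with the mean of the probes Ppm1n in MDSC (conv.) had -0.60 and H2-Q10 1.11 and 1.66, as their probes differ. The monocyte list in 6G- BM-MDSC against DCs had the opposite direction with fry (adjusted p = 0.0168), where the cause was not tested.

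The replicate numbers do not pair the arrays (deviations from the group mean correlate at 0.04 to 0.13). With the replicate number as a block, the counts were 3 (AK053624, BU961420 and Tmprss11f, without Trim15), 5964, 6861 and 1006, 0 genes were higher in all 3 comparisons, and the adjusted p of the glutathione list was 0.00141. A block for slide, scan or array row was not run, since there was 1 slide and 1 scan, and the row is confounded with DCs. Signal over background limits Gstt4, Trim15 and other dim genes, whose folds are lower bounds.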

Differences from the paper's values

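The paper reports 6 genes that were higher in all 3 comparisons, and limma gave 0 at an adjusted p under 0.05 with at least 2-fold differences. The paper's text states no threshold. Of the alternatives set before the data were examined, at least 2-fold differences with an unadjusted p from the methods' test gave 5 genes, all among the paper's 6 (Gstt1, Gstt4, Adgre4, Ppm1n and Cyp26b1), and differ from the paper's count by less than 1.5 times. Normexp background correction gave 1, an intensity-dependent prior variance 2, at least 2-fold differences with no p 13 (including the same 5) and at least 4-fold differences with no p 1, and the others gave 0.

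For genes higher in 6G- BM-MDSC than in MDSC (conv.), the paper's Fig. 4B shows about 50, read by eye, and limma gave 1. At least 2-fold differences with no p gave 67, which is within 1.5 times of the paper's count. At least 2-fold differences with an unadjusted p from the methods' test gave 25, and the other alternatives gave 0 to 5.

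The normalized enrichment score of the glutathione metabolism set is about -1.4 in Fig. 4C, read by eye, and was -2.20 with permuted gene labels. The enrichment score is about -0.50 in the figure, read by eye, and was -0.60, which is within 1.5 times. Without Gstt1 and Gstt4 the normalized score was -1.83, and with the members of the human set -2.02, and both are within 1.5 times of the paper's value.

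The paper lists H2-Q10 among the genes higher in 6G- BM-MDSC. Its brightest probe had a log2 difference of 0.05 (SE 0.10) between the MDSC groups, and of -0.36 and -0.31 from DCs, and the next brightest 0.18 (SE 0.13), and -0.76 and -0.59 from DCs. A dimmer probe had 1.12 (SE 0.12), and 3.59 and 4.71 from DCs, and another 0.85 (SE 0.18), and 1.95 and 2.80 from DCs, each time in MDSC (conv.) and 6G- BM-MDSC. In the gene counts above, H2-Q10 is represented by its brightest probe. The probe with 1.12 was above 2-fold in all 3 comparisons, so the count of 5 against the paper's 6 may depend on the probe chosen.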

Other observations

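The test of gene order in this part was chosen after the genes around Gstt1 were seen, and the genes of both runs, Cx3cr1 and Rgs4 were picked out after their values were seen. Ddt, Gstt3, Gstt1, Gstt4 and Gstt2 follow one another on chromosome 10 of mm9, with probes between 75234130 and 75295265, and all were higher in 6G- BM-MDSC than in MDSC (conv.) at an unadjusted p under 0.05. Their log2 differences were 0.57 (SE 0.09), 0.68 (SE 0.15), 1.85 (SE 0.18), 2.11 (SE 0.35) and 0.53 (SE 0.20), while the genes on either side had -0.004 (SE 0.08) for Cabin1 and 0.11 (SE 0.20) for Mif. By limma, 0 of the 5 passed over all genes (adjusted p = 0.181 to 0.451). Ddt encodes D-dopachrome tautomerase and is not a transferase. Among 21692 genes with a position, this was the only run of at least 5 neighbours that were all higher at this p. When genes were shuffled over the positions, 3 of 1000 shuffles gave such a run (permutation test, p = 0.004). The length of 5 and the direction were taken from this run, and shuffling ignores that related neighbours are often expressed together, so this p does not exclude chance order. All 5 differences kept their sign and an unadjusted p under 0.05 with normexp background correction and with quantile normalization. Neither a change that acts on the whole stretch of the chromosome nor hybridization of related transcripts to each other's probes was tested. Against DCs, Ddt, Gstt3, Gstt1 and Gstt2 had log2 differences of 0.20, -0.37, 2.21 and 0.13 in MDSC (conv.), of which Gstt1 passed in limma, and of 0.76, 0.31, 4.06 and 0.65 in 6G- BM-MDSC, of which Ddt and Gstt1 passed. Gstt4, below background in DCs, passed in both, and was at least 2.22-fold and 9.56-fold higher.

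In the opposite direction, 1 run of at least 5 neighbours was lower in 6G- BM-MDSC at the same p. This length was set from the run around Gstt1, so no p is given. The run lies on chromosome 7 and holds kallikrein genes, which encode related serine proteases, with differences of -0.44 (SE 0.10) for Klk1b24, -0.59 (SE 0.08) for Klk1b3 and -0.55 (SE 0.09) for Klk1. Each was also lower in MDSC (conv.) than in DCs, with -2.88, -3.14 and -2.99.

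Cell type lists did not pass between both MDSC groups by camera at its preset correlation, apart from neutrophil granules, whose calls were lost at an estimated correlation (adjusted p = 0.317 for primary and adjusted p = 0.429 for secondary granules) and with fry (adjusted p = 0.0599 and adjusted p = 0.123). Under some alternatives other lists passed. Mature neutrophil genes were lower with normexp background correction (adjusted p = 0.0176), without MDSC (conv.) replicate 1 (adjusted p = 0.00833) and without 6G- BM-MDSC replicate 2 (adjusted p = 0.0152), dendritic cell genes were higher without either of these arrays (adjusted p = 0.0297 and adjusted p = 0.0152), and hematopoietic progenitor genes were lower with the mean of a gene's probes (adjusted p = 0.0164). The median log2 difference was -0.12 over mature neutrophil genes (adjusted p = 0.151), where Cxcr2, a chemokine receptor, had -0.71 (SE 0.09) and was lower when adjusted over the list alone, and Ly6g itself had -0.17 (SE 0.11, adjusted p = 0.626). It was -0.07 over monocyte genes (adjusted p = 0.827), where the mean was 0.03 and so of opposite sign, and where the chemokine receptor gene Cx3cr1 had 1.38 (SE 0.35, adjusted p = 0.343). Macrophage genes had 0.01 (adjusted p = 0.899) and dendritic cell genes 0.11 (mean -0.01, adjusted p = 0.117). Siglech, a marker of plasmacytoid dendritic cells, had -1.95 (SE 0.25) and was lower when adjusted over the list alone. The medians were -0.08 for MHC class II presentation (adjusted p = 0.151), -0.14 for hematopoietic progenitors (0.151), 0.12 for erythroid genes (0.151), -0.17 for B cells (0.151), -0.07 for T and NK cells (0.218), -0.07 for stromal and endothelial cells (0.586), -0.08 for eosinophils (0.647) and -0.11 for basophils and mast cells (0.448), with the adjusted p in parentheses. Of other processes, the cell cycle had -0.06 (0.151), the type I interferon response -0.07 (0.238), retinoic acid metabolism 0.12 (0.218), lysosome and lipid handling 0.07 (0.195), and xenobiotic metabolism -0.03 with a mean of 0.06 (0.586).

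Rgs4, a regulator of G protein signalling, was well above background in MDSC (conv.) alone, as AK053624 and Trim15 were, with signals of -3.09 and -1.36 against -7.53 and -7.50 in 6G- BM-MDSC. It was at least 9.23-fold lower in 6G- BM-MDSC and did not pass in limma (adjusted p = 0.183).

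The paper's discussion turns to glutamate and its receptors. Over 16 tested genes for glutamate and glutamine handling, the median difference of 6G- BM-MDSC from MDSC (conv.) was 0.11 (adjusted p = 0.151), and 0 passed in limma, with 0 at an unadjusted p under 0.05. Grm2 had a difference of 0.02 (SE 0.09, adjusted p = 0.964), and Grm3 was below background on all 6 arrays.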
